A study of Mus musculus with 72 samples.

How the data were processed

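Chromatin immunoprecipitation sequencing (ChIP-seq) was measured in nuclei sorted from the forebrain of wild-type (WT) mice and of mice lacking Sgsh (SgshKO). Per the labels, nuclei were sorted for PU.1 (microglia), NeuN (neurons) or Olig2 (oligodendrocytes). The antibody was against histone H3 acetylated at lysine 27 (H3K27ac) in all 3 cell types, and against the transcription factors MITF, TFEB and TFE3 in microglia and oligodendrocytes.

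The 5 deposited tables hold 1 line per peak and 1 column per library, and they are in unit signal: tags per 10M tags of the library, per the file headers. The column layout is that of HOMER's peak annotation program, per the file headers. Windows were 800 bp wide for H3K27ac and 200 bp wide for the factors, as the coordinates in the deposited tables show. The peaks were sites of open chromatin found in WT and SgshKO nuclei of the same cell type, per the file headers. The deposited tables hold the factor libraries merged over replicates, with 1 column for each factor and genotype. Genome build, aligner and read filters were not given in the sources used here, so coordinates are those of the deposited tables. All 52 value columns were assigned to a sample or group of the labels.

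Within a column, low values of the deposited signal, up to 200 steps, were multiples of a single step, so whole tag counts were recovered by dividing by that step. With a tolerance of the rounding of the values plus 0.02 of a step, this held for 100% of them in all columns but the microglial WT 4-month input of replicate 2, where it held for 99.997%. In tests on 16 simulated columns of the microglial H3K27ac table, the total read from the step was off by at most 0.00402%. With the true total given, 100% of the tags were recovered, which does not test recovery from the step. Columns of the other tables were not simulated. The 8-month neuronal and oligodendrocyte ChIP columns, the 8-month neuronal input and the 4-month oligodendrocyte input had a step of 0.5 tags. The headers of the microglial H3K27ac inputs repeat the totals of the ChIP libraries, so the totals of those inputs were taken from the step.

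For H3K27ac, the 8 ChIP libraries of each cell type were fitted together as 4 groups of 2 replicates, with the inputs left out. Peaks with few tags were removed by the filterByExpr function of edgeR. Values were scaled by the TMM method of edgeR, and log2(tags per 10M + 1) was tested with limma with a mean trend in the variance, two-sided. Peaks were called at a Benjamini-Hochberg false discovery rate (FDR) below 0.05. The contrasts were SgshKO against WT at 4 months, at 8 months and over both ages with age as a term, the genotype by age interaction, and WT at 8 against 4 months. The 8 microglial H3K27ac inputs were tested in the same way for genotype over both ages. Fold changes against a group with 0 tags were computed against a floor of 3 tags over the libraries of that group.

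Gene lists were tested through all tested peaks nearest to their genes with camera of limma at a preset correlation of 0.01. The lists held 30 genes of disease-associated microglia (DAM), 19 homeostatic microglial genes and 49 lysosomal genes, and no gene was on more than 1 list. The DAM and homeostatic lists were tested in microglia, and the lysosomal list in all 3 cell types. These 10 genotype tests of lists made up 1 family for the FDR, and peaks bound by at least 1 factor were a separate family.

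For the factors, a peak was called bound when the mean over both genotypes of log2((ChIP + 1)/(input + 1)), in tags per 10M of the library total, was at least 1. Peaks with at least 2-fold differences between genotypes were counted after TMM scaling over the 6 ChIP columns of a cell type. For named factor peaks the values are tags per 10M of the library total, and the fold differences are TMM-scaled. The pools have no replicates in the deposited tables, so no spread, test or p was computed for them. Exact Poisson 95% intervals cover counting error only, since tags are not known to be independent molecules. To see how many peaks would differ by chance, tags were drawn 20 times for each pair of pools, both as Poisson counts and as clumps of tags whose size was set from the share of empty peaks.

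The gene lists, the fixed genes, the contrasts, the alternatives other than those named here as added, and the rule for the named peaks were chosen before the data were examined. The rule names Sgsh, then the 3 higher and the 3 lower microglial peaks with the smallest p among called peaks whose ranges did not overlap, 1 of each in neurons and oligodendrocytes, and fixed genes by the peak nearest the transcription start site. The plan had been to test recovered counts with edgeR and the factors by replicate. Because the values are signal in tags per 10M, limma, the fallback of that plan, became the main test. Named factor peaks were chosen by the size of the ratio, a change made after the data were seen, because merged pools allow no p. For differences between genotypes, only peaks called bound for that factor were ranked.

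The alternatives were scaling by library total alone, DESeq2 size factors, no filter on low counts, fits with the compared groups only, a block for the replicate number, DESeq2 on recovered tags, and leaving out each H3K27ac library. For lists they were fry, camera with an estimated correlation, peaks within 1 kb of a transcription start site, and peaks bound by all 3 factors. For factors they were TMM scaling of pools and inputs, bound peaks only, subtraction of the input difference, and no filter. Added after seeing the data were the pseudocounts 0.5 and 5, edgeR on recovered tags, and, for factors, a pseudocount of 5, the WT input as the only background, and a 4-fold threshold. When a replicate is left out, its group keeps 1 library, which is assumed to vary like the other groups.

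Each tool was tested on simulated data made from the 8 H3K27ac ChIP libraries of each cell type. In these, 200 peaks were changed 4-fold in SgshKO at both ages, and the 4-month contrast was tested. At FDR below 0.05, limma found 70% of them in microglia, 45% in neurons and 56% in oligodendrocytes, and each was in the right direction. Of the peaks limma called there, 7 of 147 in microglia, 19 of 109 in neurons and 8 of 120 in oligodendrocytes had not been changed. The neuronal and oligodendrocyte shares were above the nominal 5%. With no change added, limma called 0, 1 and 2 peaks. For edgeR the shares found were 73.0%, 47.0% and 57.5%, and for DESeq2 they were 64.0%, 44.0% and 54.0%. Of the peaks edgeR called, 7 of 153, 6 of 100 and 6 of 121 had not been changed. For DESeq2 the numbers were 4 of 132, 4 of 92 and 3 of 111. In neurons and oligodendrocytes both tools thus made fewer such calls than limma.

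Total tags ranged from 12000879 to 15778229 in the microglial H3K27ac libraries, from 6059671 to 35485716 in the neuronal ones, and from 21178752 to 34178145 in the oligodendrocyte ones. Between replicates, the chi-square per peak ranged from 2.21 to 7.93 against 1 for counting error alone, so the spread was larger than the counting error. The Spearman correlation across peaks between replicates ranged from 0.878 to 0.963.

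The work used R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.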

Results

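The labels list 72 samples in 36 groups. Sgsh encodes a lysosomal enzyme that degrades heparan sulfate, and its loss causes mucopolysaccharidosis type IIIA. H3K27ac marks active promoters and enhancers. There were 24 H3K27ac ChIP samples, with 2 replicates in each group of cell type, genotype and age (4 or 8 months). There were 12 H3K27ac input samples, of unprecipitated chromatin. For microglia they comprised 2 in each of the 4 groups, and for neurons and oligodendrocytes 1 at each age that mixed both genotypes. MITF, TFEB and TFE3 are related transcription factors that regulate lysosomal genes. For them there were 27 ChIP and 9 input samples, with 3 replicates in the WT microglial groups and 2 in each other group, and the labels give no age. These were analysed as 1 merged pool for each factor and genotype, so factor values have no replicate error.

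Microglial H3K27ac libraries held 12000879 to 15778229 tags, of which 33.2% to 51.3% lay in the 91770 peaks. The microglial H3K27ac inputs held 10319658 to 70034320 tags, with 3.42% to 4.73% in peaks. Neuronal libraries held 6059671 to 35485716 tags, with 37.2% to 41.0% in the 107627 peaks. The 4-month WT neuronal libraries held 7970059 and 6059671 tags, fewer than the 18798451 and 16273384 of the 4-month SgshKO libraries. Oligodendrocyte libraries held 21178752 to 34178145 tags for 82577 peaks. Their share of tags in peaks was 29.2% in SgshKO 4-month replicate 2, 43.2% to 47.3% in the other 4-month libraries, and 52.4% to 58.6% at 8 months. Factor pools held 27393762 to 48984909 tags in microglia and 20775566 to 52808841 in oligodendrocytes, inputs included. After the filter, 69663 microglial, 98038 neuronal and 78411 oligodendrocyte peaks were tested for H3K27ac. The factor counts covered 85934 microglial and 79762 oligodendrocyte peaks. In what follows, H3K27ac values are TMM-scaled tags per 10M, as mean ± SD with n = 2, and changes are log2 of SgshKO over WT.

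The peak nearest the start of Sgsh lay at its promoter on chromosome 11. The position of the deletion is not given in the sources used here, so this peak does not check the genotype labels. In microglia, at 119355102 to 119355902, it held 106 ± 8.40 in SgshKO and 114 ± 3.73 in WT at 4 months. At 8 months it held 128 ± 23.3 and 105 ± 14.4. In oligodendrocytes, at 119355120 to 119355920, the SgshKO and WT means were 89.6 ± 9.40 and 81.9 ± 10.0 at 4 months. They were 82.8 ± 10.2 and 79.4 ± 1.01 at 8 months. The 4-month oligodendrocyte change of 0.13 had the opposite sign, −0.10, under scaling by library total. In neurons, at 119355123 to 119355923, the signal was low, with 2.05 ± 0.522 in SgshKO and 7.60 ± 3.65 in WT at 4 months. At 8 months it was 5.35 ± 0.804 and 1.85 ± 0.390. None of these 6 comparisons passed the FDR threshold of limma.

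The microglial comparison asked whether loss of Sgsh alters the H3K27ac landscape of these cells at each age. At 4 months, limma called 8492 of 69663 peaks, 5482 higher and 3010 lower in SgshKO. At 8 months it called 9135 peaks, 4784 higher and 4351 lower. Over both ages, with 4 libraries against 4, it called 15926 peaks, 8704 higher and 7222 lower. The median absolute log2 change of called peaks was 1.28 at 4 months and 1.17 at 8 months, and 5713 and 5537 of them changed at least 2-fold. The libraries of the genotypes did not overlap in 51.5% of all tested peaks at 4 months and in 54.9% at 8 months, where chance gives 33.3%. They did not overlap in 8481 of the called peaks at 4 months and in 9129 at 8 months. Scaling by library total alone moved the median of all peaks by −0.15 at 4 months, −0.22 at 8 months and −0.18 over both ages. With that scaling 6516 peaks were called at 4 months, 50.4% of them higher rather than 64.6%. At 8 months 9137 were called, 30.5% of them higher rather than 52.4%. Over both ages 17194 were called, 33.3% of them higher rather than 54.7%. The balance of higher and lower peaks therefore depended on the scaling.

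In the names of results, mg, neun and olig2 stand for microglia, neurons and oligodendrocytes. The microglial count at 4 months (H3K27ac mg SgshKO vs WT 4mo) was 3945 without SgshKO 4-month replicate 1, 4598 without SgshKO 4-month replicate 2 and 4978 without WT 4-month replicate 1. The count at 8 months (H3K27ac mg SgshKO vs WT 8mo) was 3954 without WT 8-month replicate 2, 4396 without WT 8-month replicate 1 and 6051 without SgshKO 8-month replicate 2. The count over both ages ranged from 12332 to 15255 when a library was left out. The changes at the 2 ages correlated across peaks with a Spearman coefficient of 0.525, where peaks are not independent replicates. Of the 4676 peaks called at both ages, 4674 changed in the same direction. Among peaks called at 4 months, 96.0% had the same sign at 8 months, and the reverse share was 95.4%. Peaks within 1 kb of a transcription start site made up 17.1% of the peaks called over both ages and 28.6% of the tested peaks.

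**Figure D1:**
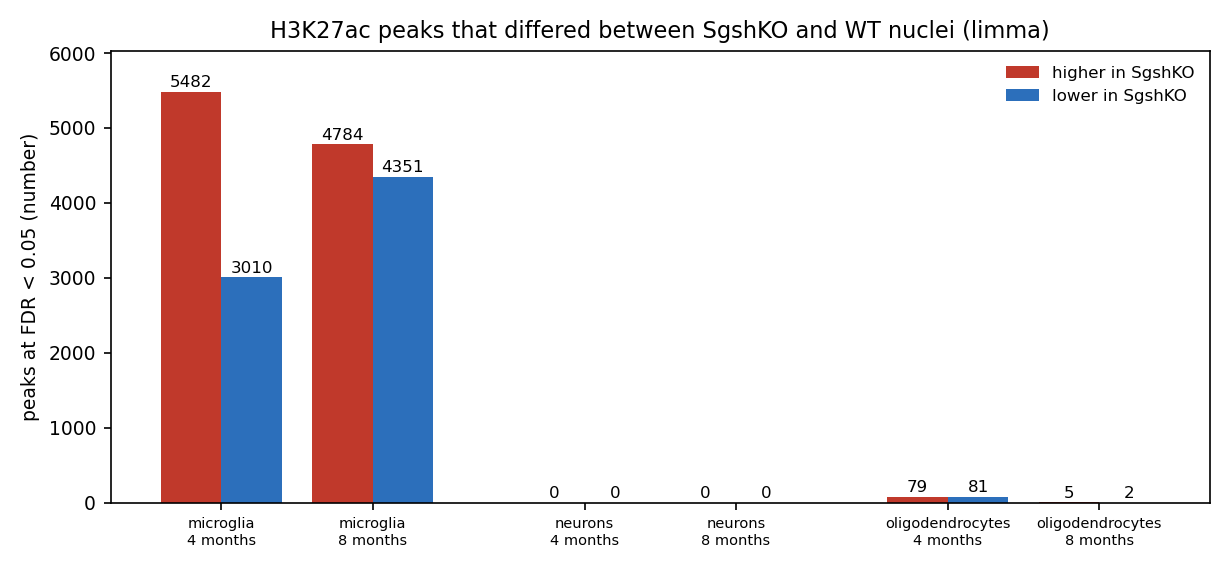
Number of H3K27ac peaks called by limma at FDR below 0.05 in SgshKO against WT, for each cell type and age, with higher and lower peaks as separate bars. Microglia had 8492 and 9135 called peaks, oligodendrocytes 160 and 7, and neurons 0 at either age; with scaling by library total the microglial share of higher peaks fell to 50.4% and 30.5%.

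The genotype by age interaction asked whether the microglial difference changes with age. It called 0 peaks with limma, with 4507 at an unadjusted p under 0.05, and 0 with edgeR and with DESeq2. Without WT 4-month replicate 2, limma called 61. Age alone, WT at 8 against 4 months, also called 0 microglial peaks with limma, with 4129 at an unadjusted p under 0.05, and 0 with edgeR and with DESeq2. Leaving out WT 4-month replicate 2 gave 567 and leaving out WT 8-month replicate 2 gave 2. As the background, the 8 microglial inputs were compared between genotypes over both ages at 39323 peaks. There limma called 0 peaks, with 1108 at an unadjusted p under 0.05, and edgeR and DESeq2 called 0.

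Among the 3 higher microglial peaks at 4 months, a peak in intron 1 of 4 of Nceh1, on chromosome 3 at 27191603 to 27192403, held 227 ± 7.28 in SgshKO and 13.7 ± 2.12 in WT. Its log2 change was 3.96 (SE 0.27, limma FDR = 1.28e-12). A peak in intron 2 of 11 of Hpse, on chromosome 5 at 100709840 to 100710640, held 164 ± 0.103 and 4.34 ± 0.649. Its log2 change was 4.96 (SE 0.35, limma FDR = 1.28e-12). A peak in intron 2 of 5 of Cdh4, on chromosome 2 at 179649186 to 179649986, held 127 ± 20.4 in SgshKO and 0 tags in both WT libraries. This was at least 129-fold higher, against a floor of 3 tags over both WT libraries (limma FDR = 1.28e-12). The 3 lower peaks lay close together on chromosome 11. An intergenic peak nearest Mir152, at 96872839 to 96873639, fell by 3.24 on the log2 scale from 177 ± 7.39 to 17.9 ± 1.78 (limma FDR = 4.30e-11). An intergenic peak nearest Cdk5rap3, at 96885501 to 96886301, fell by 3.07 from 259 ± 22.6 to 32.2 ± 16.9 (limma FDR = 5.18e-11). A peak in the 3′ UTR of Cdk5rap3, in exon 13 of 13 at 96907394 to 96908194, fell by 3.19 from 143 ± 14.9 to 15.0 ± 4.74 (limma FDR = 2.39e-10).

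At 8 months the higher peaks were an unplaced one and a pair of intergenic ones. The unplaced one lay on the sequence Un_JH584304 at 9692 to 10492, nearest the pseudogene Pisd-ps3, and held 1079 ± 111 in SgshKO and 405 ± 53.0 in WT, a log2 change of 1.41 (limma FDR = 4.78e-12). Tags shared with related copies of that sequence were not separated, so its origin is uncertain. The peak nearest 4933427D06Rik, on chromosome 6 at 89003357 to 89004157, held 156 ± 23.6 and 5.02 ± 1.03, a log2 change of 4.70 (limma FDR = 4.78e-12). The peak nearest Usp6nl, on chromosome 2 at 6471647 to 6472447, held 199.5 ± 14.4 and 18.4 ± 1.66, a log2 change of 3.37 (limma FDR = 3.85e-11). Among the lower peaks was the same intergenic Cdk5rap3 peak as at 4 months, which fell by 3.02 from 259 ± 1.58 to 31.2 ± 5.75 (limma FDR = 9.68e-11). An intergenic peak nearest Mir152, on chromosome 11 at 96879983 to 96880783, fell by 2.80 from 157 ± 32.3 to 21.5 ± 0.185 (limma FDR = 4.02e-09). An intergenic peak nearest 4930453L07Rik, on chromosome 8 at 9184984 to 9185784, fell by 3.73 from 123 ± 8.29 to 9.93 ± 7.93 (limma FDR = 4.80e-09). In these 12 comparisons, at 11 distinct peaks, the libraries of the genotypes did not overlap, as the rule that named them required. Of the 5 distinct lower peaks, 4 lay on chromosome 11, which also holds Sgsh, at 22.4 to 22.5 Mb from it.

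For 12 fixed genes, the peak nearest the transcription start site was read. At 4 months 4 of the 12 passed the FDR threshold over all peaks, and 4 when adjusted over the list alone. At 8 months 5 passed over all peaks, and 9 when adjusted over the list alone. The promoter peak of Cd63, on chromosome 10 at 128909359 to 128910159, rose from 99.8 ± 18.9 to 266 ± 37.0 at 4 months (log2 change 1.41, limma FDR = 3.46e-07). At 8 months it rose from 104 ± 15.4 to 275 ± 6.61 (log2 change 1.41, limma FDR = 4.15e-07). The promoter peak of Itgax, on chromosome 7 at 128129106 to 128129906, rose from 79.8 ± 3.75 to 156 ± 21.2 at 4 months (log2 change 0.96, limma FDR = 0.000938). The Itgax call at 4 months was lost without SgshKO 4-month replicate 1. At 8 months Itgax rose from 75 ± 5.64 to 160 ± 4.64 (log2 change 1.08, limma FDR = 0.000218). Ctsb, in its intron 1 of 9 on chromosome 14 at 63122188 to 63122988, rose at 4 months from 149 ± 0.852 to 227 ± 3.06 (log2 change 0.61, limma FDR = 0.0125). The Ctsb call was lost under library total and without any of SgshKO 4-month replicates 1 and 2 and WT 4-month replicate 1. Gpnmb, in its intron 1 of 10 on chromosome 6 at 49036695 to 49037495, held 7.44 ± 4.27 in SgshKO at 4 months and 0 tags in WT, at least 7.57-fold higher (limma FDR = 0.0301). That call was lost with a pseudocount of 5, with only the compared groups in the fit, and without any of SgshKO 4-month replicates 1 and 2 and WT 4-month replicate 1, and DESeq2 gave it no adjusted value.

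At 8 months the promoter peak of Lgals3, on chromosome 14 at 47373454 to 47374254, rose from 3.94 ± 0.491 to 22.9 ± 8.87 (log2 change 2.22, limma FDR = 0.0154). The promoter peak of Mitf, on chromosome 6 at 97806613 to 97807413, rose from 43.3 ± 6.34 to 87.5 ± 13.6 (log2 change 1.00, limma FDR = 0.00921). The promoter peak of Tmem119, on chromosome 5 at 113800103 to 113800903, fell by 0.68 from 107 ± 9.75 to 67.7 ± 17.4 (limma FDR = 0.0467). Neither edgeR nor DESeq2 called the Tmem119 peak. The calls at Lgals3 and Tmem119 were lost without any of SgshKO 8-month replicate 2 and WT 8-month replicates 1 and 2. The call at Mitf was lost under library total and without SgshKO 8-month replicate 2 or WT 8-month replicate 2. Adjusted over the list alone, Gpnmb, Ctsb, P2ry12 and Lpl also passed at 8 months, with limma FDR from 0.0295 to 0.0407, and P2ry12 was the lower one of these. Over all peaks, Lgals3 was called at 4 months without WT 4-month replicate 2. At 8 months Ctsb was called without SgshKO 8-month replicate 1, and P2ry12 under library total and without SgshKO 8-month replicate 2. Peaks of Cx3cr1, Tfeb and Tfe3 did not pass at either age by either adjustment. The 4-month change of Lpl and the 8-month changes of Tfeb and Tfe3 changed sign with the scaling or the test.

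**Figure D2:**
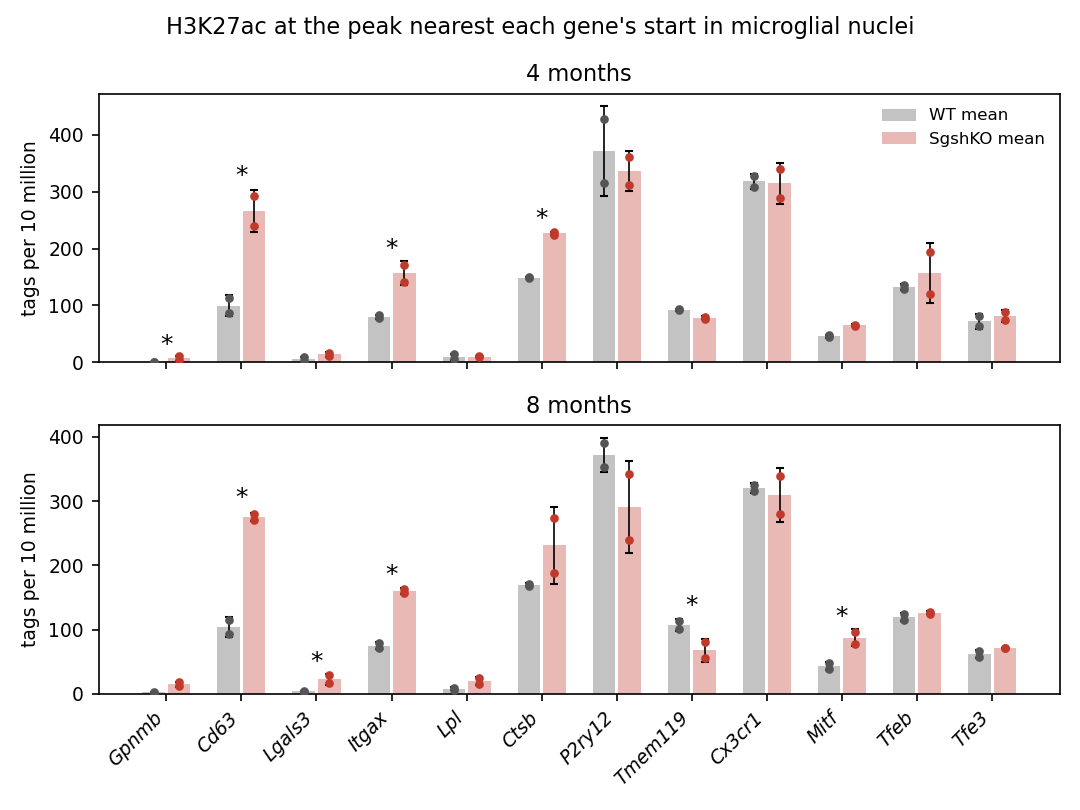
H3K27ac signal in tags per 10M at the peak nearest the start of each fixed gene in microglia, at 4 and 8 months. Bars are means of 2 libraries (WT grey, SgshKO red), points are libraries, error bars are SD and an asterisk marks limma FDR below 0.05; Cd63 and Itgax were marked at both ages.

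The gene lists asked whether peaks of genes with a known microglial or lysosomal role moved as a set, with camera of limma. The 249 DAM peaks had a median log2 change of 0.77 at 4 months (camera FDR = 1.14e-29) and 0.73 at 8 months (camera FDR = 4.31e-27), against 0.00 and −0.03 in the other peaks. At 4 months 120 of them were called higher and 0 lower, and adjusted over the list alone 144 and 0. At 8 months 105 were called higher and 5 lower, and adjusted over the list alone 132 and 8. The 415 homeostatic peaks had medians of −0.16 (camera FDR = 0.000135) and −0.26 (camera FDR = 4.88e-08). Of these 11 were called higher and 42 lower at 4 months, and 12 and 87 at 8 months. Adjusted over the list alone the numbers were 11 and 44, then 14 and 100. The 372 lysosomal peaks had medians of 0.15 (camera FDR = 0.00494) and 0.10 (camera FDR = 0.0397). Of these 70 were called higher and 11 lower at 4 months, and 56 and 28 at 8 months. Adjusted over the list alone the numbers were 77 and 18, then 64 and 37. Both lysosomal medians turned negative under scaling by library total, where the median of all peaks shifted too, and the list was then still called at 4 months but not at 8 months. The 8-month lysosomal call was also lost without SgshKO 8-month replicate 2 (median 0.12, H3K27ac mg lysosomal list 8mo) and without WT 8-month replicate 2 (median 0.0863).

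The size of these values depended on the preset correlation. With an estimated correlation the DAM FDR was 0.00823 at each age, and with fry 0.000698 at each age, where the FDR over its alternatives ranged from 1.05e-30 to 0.00823 at 4 months and from 8.30e-28 to 0.00823 at 8 months. The homeostatic FDR ranged from 2.45e-05 to 0.0163 and from 9.38e-09 to 0.00823, with the largest from the estimated correlation. All 6 microglial list calls held under fry, and an estimated correlation kept all but the lysosomal list at 8 months, at FDR = 0.0635, where the FDR ranged from 1.64e-06 to 0.121 over that result's alternatives. Of the peaks of these lists 1, on the DAM list at 4 months, was empty in one genotype, and with it at its bound the median was also 0.77. For the genotype by age interaction no list passed with all libraries, with camera FDR = 0.123 for the homeostatic list as the smallest in microglia. Without WT 4-month replicate 1 the homeostatic list passed (median −0.13, camera FDR = 0.0301), where the FDR over its alternatives ranged from 0.0301 to 0.749. In neurons 246 lysosomal peaks had medians of 0.07 and 0.06 (camera FDR = 0.466 and 0.178). With a library left out the neuronal median ranged from 0.000807 (without WT 4-month replicate 2, H3K27ac neun lysosomal list 4mo) to 0.17 (without SgshKO 4-month replicate 1) at 4 months. At 8 months it ranged from 0.0218 (without WT 8-month replicate 1, H3K27ac neun lysosomal list 8mo) to 0.11 (without WT 8-month replicate 2), and the list was called in none of these. In oligodendrocytes 209 lysosomal peaks had medians of 0.11 and −0.01 (camera FDR = 0.178 and 0.909). The oligodendrocyte median at 4 months (H3K27ac olig2 lysosomal list 4mo) was 0.0393 without WT 4-month replicate 2. At 8 months the mean of the oligodendrocyte list was 0.04 while its median and its test were negative, and the median turned positive without WT 8-month replicate 1.

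In neurons, limma called 0 of 98038 peaks in each of the 5 contrasts. The numbers at an unadjusted p under 0.05 were 8868 at 4 months, 1326 at 8 months, 4705 over both ages, 4545 for the interaction and 6901 for WT at 8 against 4 months. In these contrasts edgeR called 0, and DESeq2 called 1 at 4 months, 21 for age and 0 in the others. The 4-month count (H3K27ac neun SgshKO vs WT 4mo) depended on single libraries: 626 peaks were called without SgshKO 4-month replicate 2, 136 without WT 4-month replicate 1, 31 without WT 4-month replicate 2 and 6 without SgshKO 4-month replicate 1. The interaction gave 10 without SgshKO 4-month replicate 1, 9 without SgshKO 4-month replicate 2, 8 without WT 4-month replicate 1, 5 without WT 8-month replicate 2 and 1 without WT 4-month replicate 2. The age contrast gave 221 without WT 4-month replicate 1 and 14 without WT 4-month replicate 2. Over both ages 1 peak was called without SgshKO 4-month replicate 2. The changes at the 2 ages correlated at 0.00241 across peaks. The libraries did not overlap in 33.2% of peaks at 4 months and 32.8% at 8 months, where chance gives 33.3%. In data simulated from the 8 neuronal libraries, limma found 45% of peaks changed 4-fold in the 4-month contrast. Smaller changes were not simulated, and the 8-month contrast was not tested in those data.

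In oligodendrocytes, limma called 160 of 78411 peaks at 4 months, 79 higher and 81 lower, and 7 at 8 months, 5 higher and 2 lower. Over both ages it called 108, 69 higher and 39 lower, and for WT at 8 against 4 months 844, 728 higher and 116 lower. The libraries of the genotypes did not overlap in 36.2% and 37.2% of tested peaks. Scaling by library total moved the 4-month median by −0.22, with 6 peaks higher and 56 lower, so the share of higher peaks fell from 49.4% to 9.68%. The 8-month split became 13 higher and 0 lower, 100% rather than 71.4% higher. Over both ages 1 peak was higher and 5 were lower, 16.7% rather than 63.9% higher, with a median shift of −0.13. For the age contrast the median shifted by 0.31 and 563 peaks were called.

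The oligodendrocyte counts depended on single libraries. At 4 months (H3K27ac olig2 SgshKO vs WT 4mo) 11 peaks were called without SgshKO 4-month replicate 1, 17 without SgshKO 4-month replicate 2, 2291 without WT 4-month replicate 1 and 863 without WT 4-month replicate 2. At 8 months there were 0 without SgshKO 8-month replicate 1, 2 without SgshKO 8-month replicate 2, 1 without WT 8-month replicate 1 and 32 without WT 8-month replicate 2. Over both ages there were 23 without SgshKO 4-month replicate 1, 20 without SgshKO 4-month replicate 2, 70 without SgshKO 8-month replicate 1 and 44 without SgshKO 8-month replicate 2. There were also 172 without WT 4-month replicate 2 and 32 without WT 8-month replicate 2. The age contrast (H3K27ac olig2 WT 8mo vs 4mo) gave 2968 without WT 4-month replicate 1, 1747 without WT 4-month replicate 2, 90 without WT 8-month replicate 1 and 126 without WT 8-month replicate 2. The changes at the 2 ages correlated at 0.0741 across peaks, and the 2 peaks called at both ages changed in the same direction.

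The higher oligodendrocyte peak named at both ages was nearest Lactbl1, in an intron of another transcript, on chromosome 4 at 136690458 to 136691258. At 4 months it rose from 100.3 ± 0.928 to 228 ± 22.7 (log2 change 1.18, limma FDR = 0.000113). At 8 months it rose from 106 ± 20.2 to 232 ± 3.05 (log2 change 1.13, limma FDR = 0.00172). The lower peak at 4 months lay in intron 4 of 19 of Firre, on chromosome X at 50614157 to 50614957. It fell by 3.21 on the log2 scale, from 85.7 ± 3.94 to 8.58 ± 2.78 (limma FDR = 5.64e-05). This Firre signal followed the Xist signal of the same library, which differed between replicates of a single group. The call at Firre was lost without SgshKO 4-month replicate 2. The lower peak at 8 months lay in intron 3 of 9 of Npsr1, on chromosome 9 at 24160325 to 24161125, and fell by 0.77 from 545 ± 3.84 to 319.6 ± 37.9 (limma FDR = 0.00172). The calls at Lactbl1 and Npsr1 were lost under scaling by library total. The Lactbl1 call was also lost at 4 months without SgshKO 4-month replicate 1, and at 8 months without SgshKO 8-month replicate 1 or 2 or WT 8-month replicate 2. The Npsr1 call was lost without SgshKO 8-month replicate 1 or WT 8-month replicate 1.

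The oligodendrocyte genotype by age interaction called 32 peaks, 30 higher and 2 lower, and 29 of them lay on the X chromosome. Its count was 17 without SgshKO 4-month replicate 1, 311 without WT 4-month replicate 1, 91 without WT 4-month replicate 2 and 21 without WT 8-month replicate 1. The 29 peaks included 21 nearest Firre or Gm35612, and the Xist signal summed over its peaks, scaled by library total, was 6.37 and 5.19 tags per 10M in SgshKO at 4 months. In WT at 4 months it was 85.7 and 85.4. In WT at 8 months it was 7.38 and 81.8, and in SgshKO at 8 months 67.5 and 85.6.

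**Figure D3:**
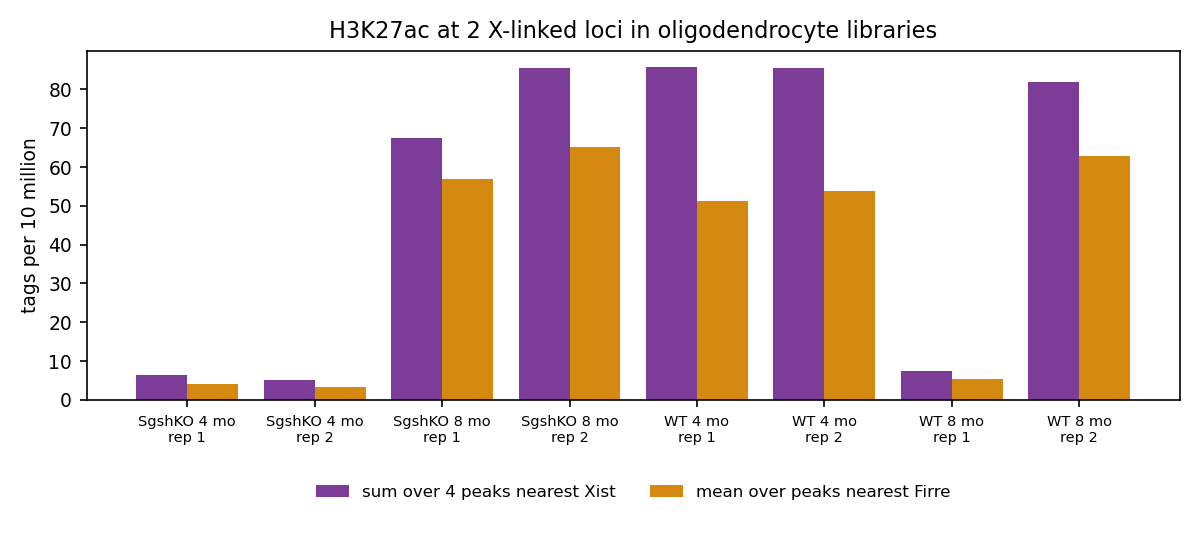
H3K27ac signal at Xist (purple, sum over its peaks) and Firre (orange, mean over its peaks) in each oligodendrocyte library, in tags per 10M of the library total; there are no error bars because each bar is a single library. Both SgshKO libraries of 4 months and WT 8-month replicate 1 were low at both loci, with Xist at 6.37, 5.19 and 7.38 and Firre at 4.19, 3.43 and 5.44.

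Peaks of different cell types within 200 bp of each other were compared over both ages. Changes correlated at 0.0550 across 19292 peaks of microglia and oligodendrocytes, at 0.0355 across 20120 peaks of microglia and neurons, and at 0.00601 across 27747 peaks of oligodendrocytes and neurons. A single peak, nearest Bcl3 and named after its values were seen, was called in both microglia and oligodendrocytes. Whether the genotype change differs between cell types was not tested.

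The factor libraries asked where MITF, TFEB and TFE3 bind. In microglia 37255 of 85934 peaks were at least 2-fold over input for MITF, 33205 for TFEB and 54339 for TFE3, or 43.4%, 38.6% and 63.2%. Both genotypes reached that ratio at 18502, 15655 and 34428 of the microglial peaks. In oligodendrocytes the numbers were 41009, 47192 and 48185 of 79762, with 21063, 33027 and 32428 in both genotypes. Clumped tags drawn at the input rate, without binding, gave 11266, 11600 and 11365 such peaks in microglia and 10144, 10284 and 10205 in oligodendrocytes. TMM scaling over peaks moved TFE3 in microglia (tfe3 mg over input) most, to 25354. In microglia 21815 peaks were bound by all 3 factors and 62403 by at least 1. In oligodendrocytes the numbers were 31822 and 58768. The 3 factors share an input within each genotype, and those drawn tags gave 3734 and 5370 peaks over input for all 3, and 20561 and 15551 for at least 1. Among the promoters of lysosomal genes in microglia, 63 of 99 peaks were bound by MITF, 65 by TFEB and 76 by TFE3, where 46.1%, 42.7% and 68.7% of other promoter peaks were. The median ratio over input of these lysosomal peaks lay at percentile 99.99, 100 and 100 of 10000 random promoter lists. In oligodendrocytes 51, 66 and 56 of 79 were bound, at percentiles 80.2, 86.0 and 86.7.

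Peaks were ranked by their ratio over input with the pseudocount of 1, which sets the ratio where an input holds 0 tags. The largest for MITF in microglia was at an intergenic peak nearest A530013C23Rik, on chromosome 2 at 167753942 to 167754142. It held 497 tags per 10M in WT (95% interval 471 to 524, input 15.5) and 813 in SgshKO (782 to 845, input 0). For TFEB it was nearest Atp6v1c1, on chromosome 15 at 38644481 to 38644681, with 131 (120 to 142, input 2.25) and 456 (434 to 479, input 0.991). For TFE3 it was in intron 5 of 5 of Dusp27, on chromosome 1 at 166105545 to 166105745, with 667 (640 to 694, input 6.33) and 1297 (1264 to 1331, input 0). In oligodendrocytes the same peak, in intron 1 of 8 of Hivep3 on chromosome 4 at 119937843 to 119938043, was largest for all 3 factors. Its WT values were 347 (328 to 367) for MITF, 802 (778 to 826) for TFEB and 746 (721 to 771) for TFE3, with 0 in the WT input. Among the 8 fixed genes in microglia, the mean log2 ratio was at least 1 at 6 for MITF, 7 for TFEB and 6 for TFE3. With the pseudocount of 1 the largest ratio for MITF was 5.28 at Fnip2, and Lamp1 had 4.74. Lamp1 held 0 tags in the SgshKO input, so its ratio for each factor is set in part by the pseudocount. The place of Fnip2 is therefore given for that pseudocount only, and no largest is given for TFEB and TFE3. At the Mcoln1 promoter, on chromosome 8 at 3500427 to 3500627, TFE3 held 50.1 in WT (43.1 to 58.0, input 1.22) and 167 in SgshKO (155 to 180, input 1.98), by library total. After TMM scaling that difference was 0.99 on the log2 scale with the pseudocount of 1, and 2.01-fold without a pseudocount. By library total 6 of the 8 genes were at least 2-fold higher in SgshKO for MITF, 6 for TFEB and 5 for TFE3, and with TMM 5, 4 and 2, all with the pseudocount, with 0 lower in either scaling. In oligodendrocytes 7 of these genes had a peak, of which 6 reached that ratio for MITF, 7 for TFEB and 7 for TFE3. By library total 6, 2 and 4 of them were at least 2-fold higher and 1, 0 and 0 lower, and with TMM 4, 0 and 1 were higher and 1, 1 and 0 lower.

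Between genotypes, 52170 microglial peaks differed at least 2-fold for MITF, 23139 higher and 29031 lower in SgshKO. For TFEB 53735 differed, 17190 higher and 36545 lower, and for TFE3 34652, 14845 higher and 19807 lower. The microglial input pools themselves differed at least 2-fold at 51816 peaks, 12119 higher and 39697 lower. In oligodendrocytes 47335 peaks differed for MITF, 36789 for TFEB and 33899 for TFE3, and 47599 between the input pools. The oligodendrocyte numbers of higher and lower peaks were 25803 and 21532 for MITF, 12089 and 24700 for TFEB, and 11481 and 22418 for TFE3. Clumped tags drawn with no genotype difference gave 23175, 34591 and 7774 such peaks for the factors in microglia and 33338 for the input. In oligodendrocytes they gave 19893, 13982, 14860 and 29338. Scaling by library total raised the share of higher peaks from 44.4% to 58.0% for MITF and from 42.8% to 68.9% for TFE3 in microglia. In oligodendrocytes it rose from 54.5% to 80.8% for MITF, from 32.9% to 52.7% for TFEB and from 33.9% to 66.5% for TFE3. With library totals the median change of all peaks was 0.03, −0.27 and 0.47 in microglia and 1.15, 0.22 and 0.56 in oligodendrocytes. With TMM it was 0.00, −0.47, −0.13, 0.14, −0.22 and −0.20. With no replicates and this difference between input pools, no factor peak can be said to differ between genotypes beyond the spread of samples.

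The largest factor differences among the peaks called bound for that factor, ranked with the pseudocount, are given with that limit. Values are in tags per 10M of the library total, and folds are after TMM scaling. In microglia MITF was highest relative to WT at a peak nearest 4933427D06Rik, on chromosome 6 at 89000416 to 89000616, with 349 (329 to 370) and 0 in WT, at least 192-fold. TFEB was highest in intron 1 of 3 of Cipc, on chromosome 12 at 86950689 to 86950889, with 150.7 (138 to 164) and 0 in WT, at least 172-fold. TFE3 was highest at a peak nearest Gm12669, on chromosome 7 at 137709797 to 137709997, with 302 (286 to 318) in SgshKO and 0.280 (0.00709 to 1.56) in WT. The largest decreases were nearest Lilra6 for MITF (77.4 in WT, 0 in SgshKO), nearest Kcnj10 for TFEB (81.8 and 0) and in Dapk1 for TFE3 (83.2 and 0.683). The input fell there too, from 6.94 to 0 at both Lilra6 and Kcnj10 and from 4.49 to 3.22 at Dapk1. In oligodendrocytes the largest increases were at Tmem86a for MITF (0 in WT, 170 in SgshKO), in 4930467E23Rik for TFEB (0 and 44.7) and at Zc3hav1l for TFE3 (0.657 and 73.6). The largest decreases were at Atg2a for MITF (319 in WT, 4.66 in SgshKO), in Myo10 for TFEB (28 and 0) and near Tomm6os for TFE3 (34.2 and 0). Their input fell from 20.2 to 5.29, from 0.191 to 0 and from 3.63 to 0. Among the largest increases of both cell types, the input rose from 0.612 to 3.97 at 4933427D06Rik and from 0 to 5.29 at Zc3hav1l. It did not rise at the other increases.

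H3K27ac at the peaks bound by at least 1 factor was compared with that at the other peaks. In microglia the 52642 bound peaks had median changes of 0.02 at 4 months (camera FDR = 0.528) and −0.03 at 8 months (camera FDR = 0.972). With a library left out their 4-month median ranged from 0.00736 (without WT 4-month replicate 1) to 0.0439 (without SgshKO 4-month replicate 1). At 8 months their mean was 0.08 and the test direction upward while the median was negative, and the median turned positive without SgshKO 8-month replicate 1 or 2. In oligodendrocytes the 56687 bound peaks had medians of 0.02 and 0.00 (camera FDR = 0.972 at each age). At 8 months the test was downward with a mean of 0.03, and the median turned negative without WT 8-month replicate 1. The 4-month oligodendrocyte median ranged from 0.00252 (without WT 4-month replicate 2) to 0.0308 (without SgshKO 4-month replicate 2) with a library left out. The microglial 4-month result passed under fry (FDR = 0.0142) and for peaks bound by all 3 factors (FDR = 0.0365), where the FDR over its alternatives ranged from 0.0142 to 0.993.

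Across 68630 microglial peaks, which are not independent replicates, the change of each factor pool was compared with the H3K27ac change over both ages. The Spearman coefficients were 0.229 for MITF, 0.203 for TFEB and 0.330 for TFE3, and 0.109 for the input pools. In oligodendrocytes, across 76346 peaks, they were 0.0241, 0.0107, 0.00946 and 0.0177.

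**Figure D4:**
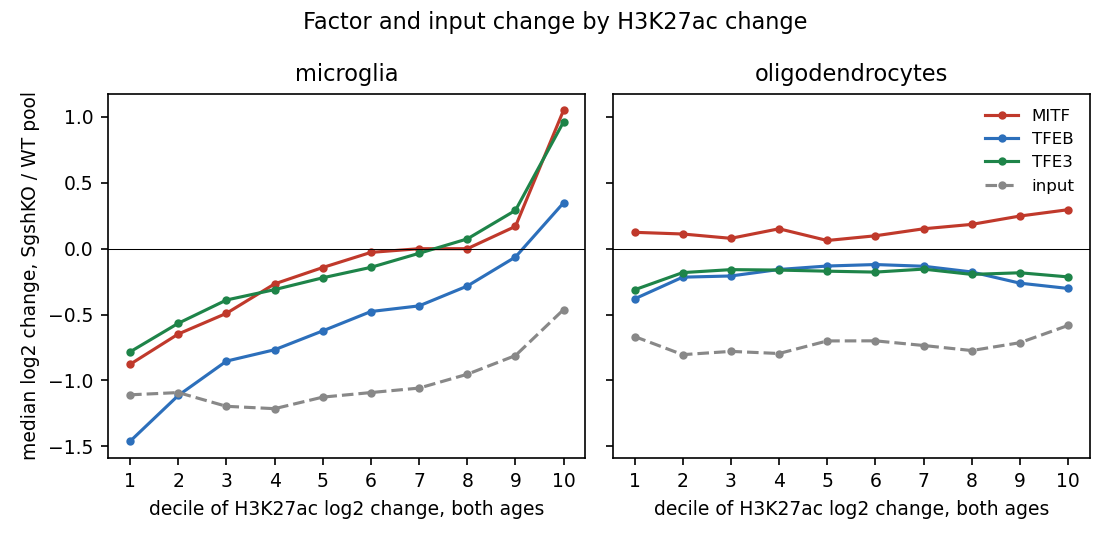
Median log2 ratio of SgshKO over WT for each factor pool and for the input pools (dashed) in deciles of the H3K27ac change over both ages, for microglia and oligodendrocytes; pools have no replicates and so no error bars. In microglia MITF rose from −0.88 in decile 1 to 1.05 in decile 10, TFEB from −1.46 to 0.35, TFE3 from −0.78 to 0.96 and the input from −1.11 to −0.46.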

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

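The test on a single library was chosen only after the result was seen, and the tests on sex were written before the values they measure. The oligodendrocyte genotype by age interaction drew attention because the difference between the ages was itself past the threshold, with 32 peaks called by limma. Of these 29 lay on the X chromosome, which held 1.29% of the tested peaks, and 3 on autosomes. The X-linked peaks had a median interaction log2 of 6.36 and all 29 were positive. They included 21 nearest Firre or Gm35612, 6 nearest 4933407K13Rik and 2 nearest Xist. Of the 160 peaks called at 4 months 31 lay on X, and of the 108 called over both ages 0 lay on X or Y.

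Sex of the animals may account for the X-linked part. Xist is transcribed from the inactive X chromosome of females, and Firre lies on X. The labels give no sex. If sex were the cause, the same peaks would follow Xist between libraries of the same genotype and age. The WT libraries of 8 months differed at Xist (7.38 and 81.8 tags per 10M), and 27 of the 27 X-linked peaks outside Xist differed between them in the direction of Xist, by a median log2 of 4.27. In the same pair 50.7% of all tested peaks and 60.8% of all tested X-linked peaks went that way. Both SgshKO libraries of 4 months were low at Xist, at 6.37 and 5.19, and both WT libraries of 4 months were high, at 85.7 and 85.4. In microglia Xist was low in SgshKO 4-month replicate 2 (2.69) and WT 8-month replicate 2 (8.52) and lay between 38.7 and 53.1 in the other libraries. Genotype and this signal cannot be separated within the 4-month oligodendrocyte libraries. The peaks on chromosome Y lay in a single stretch with 0 peaks nearest Uty, Ddx3y, Kdm5d or Eif2s3y, so the Y signal gives no reading of male DNA.

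A single library with few tags in peaks, SgshKO 4-month replicate 2 at 29.2%, was argued against as the whole cause, because 20 of the 29 X-linked peaks were still called without it. The interaction count was 17 without SgshKO 4-month replicate 1, 311 without WT 4-month replicate 1, 91 without WT 4-month replicate 2 and 21 without WT 8-month replicate 1. An exchange of samples between groups was not tested.

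The 3 autosomal peaks, chosen after their values were seen, were nearest Gpatch2 (chromosome 1, 187303027 to 187303827, interaction log2 −3.73), Bmf (chromosome 2, 118554360 to 118555160, 2.57) and Dpy19l1 (chromosome 9, 24343644 to 24344444, −0.95). If sex were the cause, the library of the WT 8-month pair with more Xist would differ from the other with the sign of the interaction. This held for 1 of them, the Gpatch2 peak, and 3 peaks are too few to tell. A difference of the genotype effect between 4 and 8 months stays open as an untested biological explanation for the X-linked and the autosomal peaks. By itself it would not explain the difference between the 2 WT libraries of 8 months, which share genotype and age. That difference was seen at 27 of the 27 X-linked peaks outside Xist.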

How the results depend on the processing

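The pseudocounts 0.5 and 5, edgeR on recovered tags, and for factors a pseudocount of 5, the WT input as only background and the 4-fold threshold were chosen after seeing the data, and the other alternatives before. In the names below, mg, neun and olig2 stand for microglia, neurons and oligodendrocytes. For 30 counts, 211 of 292 alternatives stayed within 1.5 times the reported count. For 46 named peaks, 541 of 598 alternatives kept the direction and the side of the threshold, 34 dropped out of the calls, 6 entered them, 15 reversed the sign and 2 gave no adjusted p. For 14 list results, 138 of 154 kept both, 3 dropped out, 3 entered and 10 reversed. Unless given otherwise, the cause was not tested.

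With library total alone, H3K27ac olig2 SgshKO vs WT 4mo gave 62 peaks, H3K27ac olig2 SgshKO vs WT 8mo gave 13 and H3K27ac olig2 SgshKO vs WT both ages gave 6. The same scaling turned the median of 6 list results negative, as it shifted the median of all peaks by −0.15 and −0.22 in microglia and by −0.22 in oligodendrocytes at 4 months. H3K27ac mg lysosomal list 4mo became −0.0042, H3K27ac mg lysosomal list 8mo −0.11, H3K27ac mg at factor-bound peaks 4mo −0.13, H3K27ac olig2 lysosomal list 4mo −0.11, H3K27ac olig2 at factor-bound peaks 4mo −0.20 and H3K27ac olig2 at factor-bound peaks 8mo −0.0406. Among peaks, Lpl at 4 months became −0.0672, Tfeb at 8 months −0.15, Tfe3 at 8 months −0.0048 and Sgsh in oligodendrocytes at 4 months −0.10. None of these 4 was called in either setting. The Lpl peak was also −0.0387 with edgeR and −0.0344 with DESeq2.

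With only the compared groups in the fit, H3K27ac olig2 SgshKO vs WT 4mo gave 56 peaks, H3K27ac olig2 SgshKO vs WT 8mo 107 and H3K27ac neun SgshKO vs WT 8mo 2. With edgeR, H3K27ac olig2 SgshKO vs WT 4mo gave 81 and H3K27ac olig2 SgshKO vs WT both ages 58. With DESeq2, H3K27ac olig2 SgshKO vs WT 8mo gave 22, H3K27ac olig2 genotype by age 10, H3K27ac olig2 SgshKO vs WT both ages 280, H3K27ac neun SgshKO vs WT 4mo 1 and H3K27ac neun WT 8mo vs 4mo 21. With a pseudocount of 5, H3K27ac mg genotype by age gave 1 and H3K27ac neun SgshKO vs WT 4mo 1. With a block for the replicate number, H3K27ac mg genotype by age gave 2. The replicate numbers do not pair the samples, since the 18 correlations between replicate differences of different groups lay between −0.0253 and 0.0162. No alternative of the scaling, filter or test, libraries left out aside, changed a microglial genotype count by over 1.5 times.

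With an estimated correlation H3K27ac mg lysosomal list 8mo, median 0.10, was no longer called. H3K27ac mg at factor-bound peaks 4mo was called with fry (median 0.0208) and for peaks bound by all 3 factors (median 0.0769). H3K27ac neun lysosomal list 8mo was called with peaks within 1 kb of a transcription start site (median 0.19, FDR = 0.000550), a smaller set of peaks, where the FDR over its alternatives ranged from 0.000550 to 0.594.

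Leaving out each library in turn gave 3945 to 9048 for H3K27ac mg SgshKO vs WT 4mo, 3954 to 6671 for H3K27ac mg SgshKO vs WT 8mo, 0 to 61 for H3K27ac mg genotype by age and 0 to 567 for H3K27ac mg WT 8mo vs 4mo. It gave 6 to 626 for H3K27ac neun SgshKO vs WT 4mo, 0 to 1 for H3K27ac neun SgshKO vs WT both ages, 0 to 10 for H3K27ac neun genotype by age and 0 to 221 for H3K27ac neun WT 8mo vs 4mo. For oligodendrocytes it gave 11 to 2291 for H3K27ac olig2 SgshKO vs WT 4mo, 0 to 32 for H3K27ac olig2 SgshKO vs WT 8mo, 20 to 172 for H3K27ac olig2 SgshKO vs WT both ages, 17 to 311 for H3K27ac olig2 genotype by age and 90 to 2968 for H3K27ac olig2 WT 8mo vs 4mo. The library behind each such change is named with the count in the results above. The lone library left in a group is assumed to vary like the other groups.

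Medians of lists ranged from 0.0941 to 0.19 for H3K27ac mg lysosomal list 4mo, from 0.086 to 0.154 for H3K27ac mg lysosomal list 8mo, from −0.022 to 0.0092 for H3K27ac mg at factor-bound peaks 8mo, from −0.038 to 0.0022 for H3K27ac olig2 lysosomal list 8mo and from −0.014 to 0.011 for H3K27ac olig2 at factor-bound peaks 8mo. Peaks whose sign changed when a library was left out were Cx3cr1 at 4 months (−0.13 to 0.10), Cx3cr1 at 8 months (−0.18 to 0.10), Lpl at 4 months (−0.42 to 0.58) and P2ry12 at 4 months (−0.35 to 0.0870). The others were Sgsh in oligodendrocytes at 8 months (−0.0684 to 0.18), Tfe3 at 4 months (−0.0083 to 0.35) and Tfeb at 4 months (−0.15 to 0.55). None of these 7 was called with all libraries.

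For factors, TMM scaling over peaks gave 21904 for mitf mg over input, 21043 for tfeb mg over input and 25354 for tfe3 mg over input. The 4-fold threshold, stricter by construction, gave 20464 for mitf mg over input, 16102 for tfeb mg over input, 34774 for tfe3 mg over input, 22358 for mitf olig2 over input and 31435 for tfe3 olig2 over input. A pseudocount of 5 gave 19851 for tfeb mg over input and 24547 for mitf olig2 over input. With only bound peaks, fewer peaks by construction, mitf mg SgshKO vs WT gave 21661, tfeb mg SgshKO vs WT 17587, tfe3 mg SgshKO vs WT 21240, mitf olig2 SgshKO vs WT 23612, tfeb olig2 SgshKO vs WT 17481 and tfe3 olig2 SgshKO vs WT 15864. With the input difference subtracted, tfe3 mg SgshKO vs WT gave 56330 and tfe3 olig2 SgshKO vs WT 52721.

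Because the factor pools are merged, DESeq2, edgeR, fits with the compared groups only, the replicate block and leaving out replicates were not run for them. No paired analysis was possible for factor pools because each holds all replicates. The WT libraries of the neuronal 4-month comparison held 7970059 and 6059671 tags, the fewest of the H3K27ac ChIP libraries, and how much depth limits that comparison was not tested.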

Other observations

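The tests of nuclei of other cell types, of the input pools against acetylation and of signal level were written before the values they measure, and the splits, scaling, input DNA, X and Y share, DNA near Sgsh, levels in neurons and oligodendrocytes, clumped pools and shared input were chosen only after the results were seen. The reading of the input pools against acetylation was changed after its value of 0.109 was seen. It went from an explanation that held to one that stays open as a partial contribution.

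The microglial H3K27ac difference was set against technical explanations. Over both ages 1 of the 35 splits of the 8 libraries, the real one, gave as many called peaks, and the others gave 0, so chance can be excluded at that level. Scaling does not make the difference 1-sided, since 5721 peaks were still higher in SgshKO with library total alone. Values in the inputs argued against input DNA as the source, as the genotype change in input correlated with that in ChIP at 0.0374 across 33014 peaks and limma called 0 input peaks. The splits of the inputs add nothing to this, since 35 of 35 reach a real count of 0 by construction. Peaks on the sex chromosomes do not carry it, since 0.948% of the called peaks lay on X or Y against 1.59% of the tested peaks. This share cannot exclude an effect of sex on autosomal peaks. Low Xist was found in both genotypes, but in a different one at each age. It was 2.69 tags per 10M in SgshKO 4-month replicate 2 and 8.52 in WT 8-month replicate 2. DNA linked to Sgsh does not carry the whole count, since 24.3% of the 1026 tested peaks within 10 Mb of Sgsh were called against 22.8% elsewhere. Within 30 Mb the share was 23.5%, and on chromosome 11 it was 21.6% against 22.97% on the others.

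A run of 10 called peaks nearest Mir152 or Cdk5rap3, at least 2-fold lower in SgshKO, lay on chromosome 11 at 22.4 to 22.5 Mb from Sgsh, with a median log2 change of −2.85. For these peaks linked DNA could contribute. The 3 neuronal peaks in the same stretch had a median of −0.14, between −0.49 and 0.31. These 3 peaks of another cell type do not settle it, since a variant may act in microglia alone, and the median in the microglial input was −1.08 at the 6 of these peaks tested there.

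Nuclei of other brain cell types could contribute to the microglial difference. Neurons and oligodendrocytes were argued against as the whole cause by their own H3K27ac levels. At the 756 microglial peaks at least 4-fold weaker in both, a change in these nuclei moves peaks by about a common factor, yet 33 of them were called at least 2-fold higher and 20 at least 2-fold lower. A partial contribution stays open, as the median change was −0.10 at those peaks. It was 0.14 and 0.17 at peaks at least 4-fold stronger in neurons and in oligodendrocytes. Of the peaks stronger in neurons 160 were called at least 2-fold higher and 54 at least 2-fold lower. For those stronger in oligodendrocytes the numbers were 158 and 36. A changed share of microglia against nuclei in which neither list is active would move both microglial lists alike. Instead the DAM list rose (medians 0.77 and 0.73) and the homeostatic list fell (−0.16 and −0.26). Sorted nuclei active at the DAM list but not at the homeostatic list could give such a pattern. They were not examined, so a change in their share stays open. For astrocytes and endothelial cells there are no such levels. Their marker peaks were called in both directions, 3 higher and 4 lower of 23 for astrocytes and 15 and 13 of 54 for endothelial cells, which a changed share of such nuclei alone would not give. Which of these peaks are active in those cells is not in the tables, so the marker lists leave them open. Lists of 10 markers each gave median log2 changes of 0.30 for neurons, −0.10 for oligodendrocytes, 0.10 for astrocytes and 0.23 for endothelial cells, a spread of 0.397. None passed with camera (FDR = 0.860, 0.840, 0.840 and 0.840) or with fry (FDR = 0.486, 0.215, 0.215 and 0.0922). Peaks were found in microglia for 6, 5, 6 and 6 of the 10 genes, and no gene was on more than 1 list. The peaks with the highest signal were those of Syt1 for neurons (log2 change −0.57, limma FDR = 0.0219), Mbp for oligodendrocytes (0.38, limma FDR = 0.0154), Slc1a3 for astrocytes (0.04) and Vwf for endothelial cells (−0.10). Astrocytes, endothelial cells, nuclei active at the DAM list alone, sex effects on autosomal peaks and a partial contribution of neurons and oligodendrocytes stay open. The microglial difference is therefore not called biological here, and a genotype effect is the hypothesis that the design names.

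In oligodendrocytes 2 of the 35 splits gave at least the 108 peaks of the real split, a share too large to exclude chance by this test. The other such split was the one by age, a factor of the design, with 1793 peaks, and the remaining splits gave at most 44. In neurons the real split gave 0 peaks, so 35 of 35 splits reached that count by construction, and the test says nothing about chance. The neuronal split by age gave 250 peaks and the remaining splits at most 10. No biological explanation was tested for these counts.

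Many genotype differences of the factor pools may come from pools with few distinct fragments. If so, the input pools would differ as widely as the ChIP pools, and they did. The microglial input pools differed at least 2-fold at 60.3% of peaks and the oligodendrocyte ones at 59.7%. In the SgshKO input pools 47.6% of microglial and 48.9% of oligodendrocyte peaks held 0 tags. Poisson counts of that depth with the same rate at every peak would leave 0.000951% and 0.0305%. Rates that differ between peaks would leave more, so this gap is overstated by an amount that was not computed. A genotype effect on factor binding stays open as untested, because the pools have no replicates.

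Inputs shared by the factors could raise the overlap of bound peaks. Clumped tags drawn at the input rate gave 3734 microglial peaks over input for all 3 factors, against 21815 observed. They also gave rank correlations between factors of 0.483, 0.650 and 0.603, against 0.589, 0.716 and 0.650 observed. In oligodendrocytes they gave 0.823, 0.822 and 0.839 against 0.769, 0.777 and 0.829. The simulated clumping is an assumption, so shared input and shared binding cannot be told apart here.

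In microglia the change of the factor pools followed the H3K27ac change across peaks, at 0.229 for MITF, 0.203 for TFEB and 0.330 for TFE3. Signal level was argued against, since with mean levels held the smallest of the 3 coefficients was 0.191. A difference between the input pools could contribute, as the input change itself followed the H3K27ac change at 0.109. With the input change held the coefficients were 0.226, 0.1999 and 0.324, close to those without it. These values argued against the measured input change as the whole cause across these peaks. A partial contribution stays open, because single input pools cannot settle it. Binding that changes together with acetylation is a hypothesis found on these data, and the pools without replicates cannot test it.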
